# Bromodomain inhibition shows antitumoral activity in mice and human luminal breast cancer

**DOI:** 10.18632/oncotarget.18255

**Published:** 2017-05-29

**Authors:** Montserrat Pérez-Salvia, Laia Simó-Riudalbas, Pere Llinàs-Arias, Laura Roa, Fernando Setien, Marta Soler, Manuel Castro de Moura, James E. Bradner, Eva Gonzalez-Suarez, Catia Moutinho, Manel Esteller

**Keywords:** luminal breast cancer, bromodomain inhibitor, C-MYC, JQ1, mice model

## Abstract

BET bromodomain inhibitors, which have an antitumoral effect against various solid cancer tumor types, have not been studied in detail in luminal breast cancer, despite the prevalence of this subtype of mammary malignancy. Here we demonstrate that the BET bromodomain inhibitor JQ1 exerts growth-inhibitory activity in human luminal breast cancer cell lines associated with a depletion of the C-MYC oncogene, but does not alter the expression levels of the BRD4 bromodomain protein. Interestingly, expression microarray analyses indicate that, upon JQ1 administration, the antitumoral phenotype also involves downregulation of relevant breast cancer oncogenes such as the Breast Carcinoma-Amplified Sequence 1 (BCAS1) and the PDZ Domain-Containing 1 (PDZK1). We have also applied these *in vitro* findings in an *in vivo* model by studying a transgenic mouse model representing the luminal B subtype of breast cancer, the MMTV-PyMT, in which the mouse mammary tumor virus promoter is used to drive the expression of the polyoma virus middle T-antigen to the mammary gland. We have observed that the use of the BET bromodomain inhibitor for the treatment of established breast neoplasms developed in the MMTV-PyMT model shows antitumor potential. Most importantly, if JQ1 is given before the expected time of tumor detection in the MMTV-PyMT mice, it retards the onset of the disease and increases the survival of these animals. Thus, our findings indicate that the use of bromodomain inhibitors is of great potential in the treatment of luminal breast cancer and merits further investigation.

## INTRODUCTION

Breast cancer is a leading cause of cancer death in women, estimated to account for more than 450,000 deaths worldwide every year [1]. Despite the improved early detection of the disease and the new therapies, the major health concern associated with breast cancer persists probably due to several factors, among them the biological heterogeneity of the pathology. Classical clinical and pathological markers, such as the status of the estrogen and progesterone receptors and human epidermal growth factor 2 (HER2) gene amplification, are useful for classifying patients according to prognosis and adequate treatments, but it has been the emergence of genomic technologies, such as global expression profiling, that has allowed an intrinsic molecular classification [2–4]. In this regard, five distinct intrinsic molecular subtypes are recognized: luminal A, luminal B, HER-2 enriched, basal-like and claudin-low, together with a normal breast-like group [2–4]. These subgroups relate to the clinically used immunohistochemical classification and, for example, luminal A is estrogen receptor- and/or progesterone receptor-positive but with a low Ki-67 index, whereas luminal B is estrogen receptor- and/or progesterone receptor-positive and high Ki-67 index. Overall, the majority of breast tumors are positive for the hormone receptors and, thus, amenable to endocrine therapies. However, in the natural history of the disease, progression is associated with the acquisition of resistance to the endocrine treatment, limiting the efficacy of these pharmacological compounds. In addition, the survival curves of luminal B subtype cross those of basal-like disease at ten years [4]. Thus, given the high frequency of luminal breast cancer, the generation of endocrine therapy-associated resistances and the poor outcome of the luminal B subtype, the development of new drugs for these patients is essential.

One interesting avenue to explore is the targeting of the epigenome of breast cancer cells. In this regard, DNA demethylating agents and histone deacetylase inhibitors have been clinically approved for certain subtypes of leukemias and lymphomas [5]. New promising agents are compounds that can block the “reading” of the acetylated histone marks, preventing the active transcription of growth-promoting genes. This is the case of the BET bromodomain inhibitors that remove BET bromodomain proteins from their chromatin targets by competing with acetylated histone residues [6]. The patterns of histone acetylation shifts in human tumors [7] and recent data have shown that the BET bromodomain inhibitor inhibits the growth of triple-negative breast cancer cell lines and xenografts [8–15]. Thus, we sought to determine whether BET bromodomain inhibitors were also effective not only in luminal breast cancer cell lines, but also in a mouse model of luminal B breast cancer (MMTV-PyMT) [16]. Furthermore, we also characterized gene targets involved in the antiproliferative effect mediated by the BET bromodomain inhibitor JQ1 [17].

## RESULTS

### The bromodomain inhibitor JQ1 decreases cell viability of human luminal breast cancer cell lines in association with downregulation of C-MYC and mammary oncogenic proteins

To study the cellular impact of JQ1 as a candidate growth inhibitor for luminal breast cancer, we chose the initial biological model of two human cancer cell lines with a well characterized luminal phenotype, MCF7 and T47D [18, 19]. Using the 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) assay to measure cell viability in the chosen cancer cell lines, we observed that JQ1 inhibited cancer cell growth dose-dependently (Figure 1A). Interestingly, IC50 sensitivity to this first-in-class BET bromodomain inhibitor compound is in the same range as that of other antitumoral drugs that target histone modifications, such as histone deacetylases [20] and histone kinases [21, 22]. The next step was to show that the growth inhibition-mediated effect of the JQ1 compound occurred in the context of the induced downregulation of C-MYC, as has been described in other models [23, 24]. Western blot and quantitative reverse transcription-polymerase chain reaction (qRT-PCR) demonstrated that JQ1 diminished C-MYC expression levels (Figure 1B) in both luminal breast cancer cell lines. As expected [17, 23, 24], the use of JQ1 did not modify the expression levels of the bromodomain protein BRD4, as also shown by western blot and qRT-PCR (Figure 1B).

**Figure 1:**
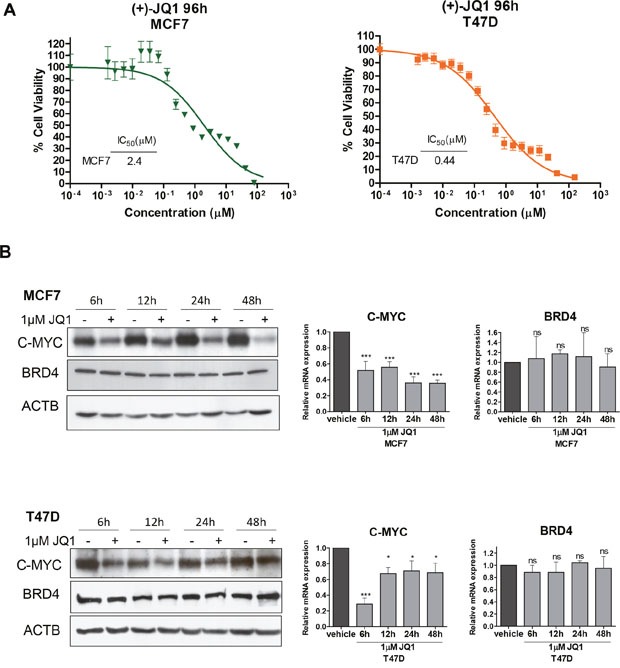
JQ1 treatment of human luminal breast cancer cell lines reduces cell viability and downregulates C-MYC **(A)** Effect of JQ1 on cell viability determined by the MTT assay in MCF7 and T47D cells. The corresponding half-maximal inhibitory concentration (IC50) values are shown for each cell line. **(B)** Downregulation of C-MYC upon JQ1 treatment (1 μM) at 6, 12, 24 and 48 h in breast cancer cell lines, as determined by Western blot (left) and qRT-PCR (right). BRD4 expression levels do not change. *P<0.05; ***P<0.001; ns: non-significant.

We next sought to identify other gene targets that, in addition to the well characterized depletion of the C-MYC oncogene, could also explain the observed growth inhibitory effect of the use of the BET bromodomain inhibitor. We performed an expression microarray experiment in MCF7 and T47D cells treated with a vehicle compared with those in which we used the JQ1 compound (Figure 2A). 

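MCF7 and T47D are estrogen receptor-positive breast cancer cell lines of the luminal type. JQ1 is a small molecule that occupies the acetyl-lysine pockets of the BET bromodomain proteins, a family that includes BRD2, BRD3 and BRD4. RNA was compared between cells treated with 1 μM JQ1 for 24 h and cells treated with the vehicle DMSO, with 3 replicates for each cell line and agent, which the paper describes as independent biological replicates. The 12 RNA samples were hybridized to one-color Agilent human expression arrays, on which 58201 probes carry 41810 gene names, or 43317 with probe identifiers that stand in for a name, while the paper counts 36,712 unique genes. The arrays lay on 2 slides scanned on 1 day, and each of the 4 groups had 1 array on one slide and 2 on the other. A comparison within a slide thus has 1 array in one arm of each line, which is assumed to vary like the other groups. MCF7 with JQ1 and T47D with vehicle had 2 arrays on slide 2, so the difference between the lines is not balanced over the slides. The authors read spot intensities with Agilent's Feature Extraction software and state that they used normexp background correction, a log2 transformation and quantile normalization in limma. The values given for the arrays were made again from the deposited spot intensities by these steps over the 12 arrays, with no offset added after normexp. Spots that the scanner software marked as outliers, 55 to 112 per array, were set to missing. A probe was kept when its value passed the array's 95th percentile of the 308 negative control spots, raised by a factor of 1.1, on at least 3 arrays. Each gene was represented by its probe with the highest mean, which left 33569 genes from 44303 probes. One limma model with the 4 groups gave the JQ1 effect in each line and the difference between the 2 effects. The paper cultured MCF7 in DMEM and T47D in RPMI, so this difference may include an effect of the medium. A gene counted as changed at an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds given in the paper's methods. Correlations between arrays ran from 0.990 to 0.995 within groups, and the highest correlation between groups was 0.983. Of 60901 non-control spots, 34488 to 36132 were well above background on the MCF7 vehicle arrays and 30247 to 33030 on the MCF7 JQ1 arrays. In T47D cells the ranges were 34162 to 35553 with vehicle and 32027 to 33320 with JQ1. The 75th percentile of the signal was 428 to 446 on the MCF7 vehicle arrays, 255 to 319 on the MCF7 JQ1 arrays, 394 to 435 on the T47D vehicle arrays and 359 to 392 on the T47D JQ1 arrays. The number of arrays limits the precision, and a group that is not well above background on any array is reported only as a bound.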

The expression microarray data have been deposited in the Gene Expression Omnibus (GEO) repository under Accession Number GSE95287. Of the set of 36,712 unique genes included in the microarray, 1,149 (3.1%) significantly changed in a shared manner in both cell lines; 420 (36.6%) of them were upregulated and 729 (63.4%) were downregulated. 

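Past both thresholds, more genes fell than rose with JQ1 in each cell line, while at an adjusted p under 0.05 and any fold more rose than fell (6187 lower and 6724 higher in MCF7, 4056 and 4263 in T47D). In MCF7 cells 2174 genes were lower and 1265 higher, and in T47D cells 1241 were lower and 658 higher (n = 3 arrays per group). Both lines shared 669 lower and 377 higher genes, or 1046 in the same direction, and 11 genes changed in opposite directions. Among the shared lower genes with the largest change was SULF1, an extracellular sulfatase of heparan sulfate, with a log2 fold change of -5.81 in MCF7 and -1.61 in T47D. NUPR1, a stress-induced nuclear protein, had -4.52 and -2.38, and TMEM121 had -3.52 and -3.18. The potassium channel subunits KCNF1 and KCNK2 were at least 26.6-fold and 31.3-fold lower in MCF7, where JQ1 took them to background, and had log2 fold changes of -3.15 and -1.66 in T47D. For such bounds the values of the dim group were raised to the lowest value that was well above background on the same array. The troponin TNNI2 was at least 10.3-fold lower in MCF7 and had a log2 fold change of -4.54 in T47D. AGR3 was at least 7.68-fold lower in MCF7 and had -3.23 in T47D. DOK7, an adaptor of the receptor kinase MuSK, had -3.24 and -3.98, while its other kept probe had 0.16 and -0.27. The flippase ATP8A2 had -3.96 in MCF7 and was at least 6.44-fold lower in T47D, and 1 of its 3 kept probes had 0.53 and 0.28.

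Among the shared higher genes, DPYSL3 had a log2 fold change of 3.40 in MCF7 and 5.06 in T47D. LMO2, a transcriptional cofactor of hematopoiesis, had 3.35 and 4.45. TPPP had 3.44 and 4.02, and MAPRE2 had 3.68 and 2.41. SMPD3, a neutral sphingomyelinase, had 4.05 and 2.28, the RNA-editing deaminase ADARB1 had 1.88 and 4.39, and the histone gene HIST2H2BF had 3.81 and 2.67. SORBS1 had 3.51 and 3.12, and 1 of its 3 kept probes had 0.30 and -0.07. LILRB5 was at least 13-fold and 7.58-fold higher, and CCDC37 at least 6.94-fold and 4.00-fold higher, in MCF7 and T47D. The effect of JQ1 itself differed between the lines, by the test of the difference, in 964 genes with a lower effect in MCF7 and 748 with a higher effect. These counts became 1936 and 306 with E1A spike-in scaling, 71 and 57 on slide 1 alone, and 0 and 0 on slide 2 alone (limma, with 1273 and 1054 at an unadjusted p under 0.05). With slide as a block over the 12 arrays, the counts were 904 and 728. The 964 and 748 genes included 93 of the shared lower and 37 of the shared higher genes. DSCAM, a cell adhesion molecule of neurons, had a log2 fold change of -4.89 in MCF7 and -0.74 in T47D (adjusted p of the difference from limma = 3.36e-06). C1orf64 had 0.54 and -3.84, and the peroxisomal oxidase ACOX2 had -1.75 and -4.14. The aldo-keto reductase AKR1C3 had -2.37 and 2.05, and NECAB2 had -2.28 and 1.69. The cadherin CDH26 had -4.84 and 0.60, with -0.55 and -0.04 for its other, dimmer kept probe. AMIGO3 had 2.97 and 0.00, TMEM45B had 3.06 and 0.40, the placental growth factor PGF had 1.72 and 4.13, and SERPINA6, the corticosteroid-binding globulin, had 0.61 and -2.46. Log2 fold changes in the 2 lines had a Pearson r of 0.557 and a Spearman rho of 0.491 across genes, which are not independent replicates. Independent lists of these sizes would share 80.4 lower and 24.8 higher genes. With slide as a block, 640 of the shared lower and 354 of the shared higher genes remained. On slide 1 alone 510 and 304 remained, and on slide 2 alone 513 and 270. The JQ1 group was not well above background on any array, and the vehicle group was on at least 1, for 475 of the lower genes in MCF7 and 211 in T47D. Scaling on the E1A spike-in spots in place of quantile normalization gave 4556 lower and 438 higher genes in MCF7, and an offset of 50 after normexp gave 370 shared lower and 226 shared higher genes.

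**Figure D1:**
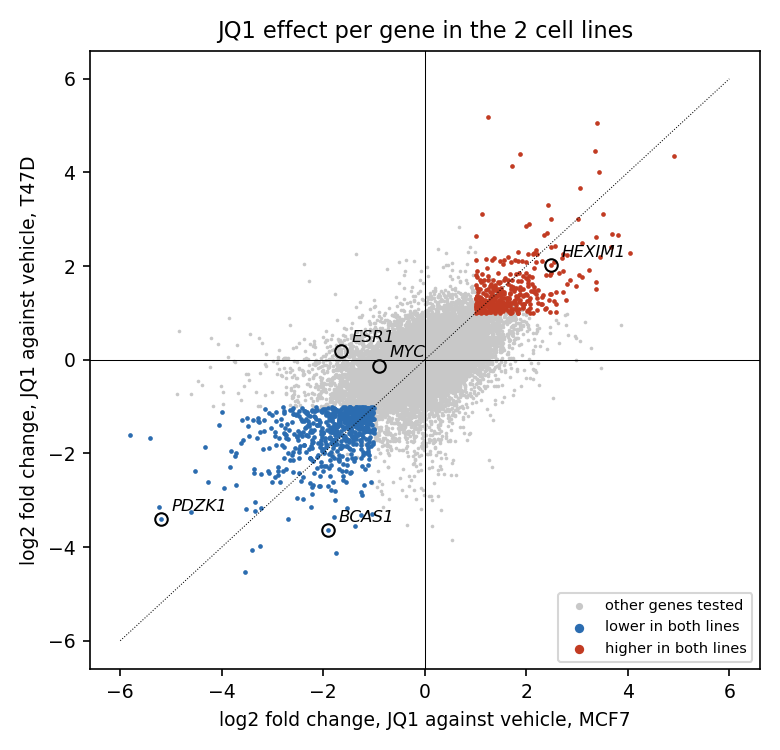
Log2 fold change of each of the 33569 genes with JQ1 in MCF7 (horizontal axis) and in T47D (vertical axis), with the genes called lower or higher in both lines in color. The 669 shared lower genes lie at the lower left and the 377 shared higher genes at the upper right.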

The latter set constitutes the putative direct substrates of JQ1 that act by removing the BET bromodomain proteins from their regulatory regions through competition with acetylated histone residues that are usually associated with active transcription [6]. Gene functional annotation analysis for these transcripts was performed by computing gene overlapping with GSEA KEGG and GO signature collections. Among the 729 genes downregulated upon JQ1 use, we observed an overrepresentation of KEGG pathways and GO biological process terms related with pathways in cancer and regulation of cell proliferation, respectively (False Discovery Rate q-value <0.05) (Supplementary Figure 1 and Supplementary Table 1). 

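Genes of DNA replication, replication licensing and base excision repair were over-represented among the genes that fell in both lines. Of 36 DNA replication genes, 11 were lower in each line and 10 in both, with 1 higher in T47D (one-sided Fisher's exact test among the shared lower genes, adjusted p = 1.99e-08). They included the polymerase subunit POLE2 (log2 fold change -1.98 in MCF7 and -1.96 in T47D), the helicase subunits MCM5 (-1.85 and -1.97) and MCM2 (-1.85 and -1.69), and RNASEH2B (-1.66 and -1.52). Of 37 genes for G1/S cyclins, E2F factors and replication licensing, 14 were lower in MCF7, 12 in T47D and 9 in both (adjusted p = 3.2e-07 from the same test). Among these were E2F2 (-3.71 and -2.68), E2F8 (-2.22 and -1.77), the licensing factor CDT1 (-1.58 and -1.70) and CDC45 (-1.52 and -1.70). Of 33 base excision repair genes, 7 were lower in both lines and 1 was higher in T47D (adjusted p = 1.83e-05 for the shared lower genes), including the glycosylase NEIL1 (-2.59 and -1.98) and the flap endonuclease FEN1 (-1.37 and -1.16). Of 49 mitosis genes, 5 were lower in MCF7, 2 in T47D and 2 in both (adjusted p = 0.503), and their median was -0.341 in MCF7 and -0.356 in T47D (adjusted p = 0.000502 and 1.24e-08 from limma's camera, and 0.629 and 0.362 with an estimated correlation). The 2 genes lower in both lines were the transcription factor FOXM1 (-1.75 and -1.71) and PRC1 (-1.14 and -1.07).

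Of 115 cytokines and their receptors, 28 were lower and 6 higher in MCF7 (29 lower when adjusted over the list alone), 17 lower and 4 higher in T47D, and 12 lower in both lines (adjusted p = 1.83e-05). The chemokine CXCL12 had -2.95 and -1.54, although 1 of its 4 kept probes had -0.34 and -0.59. CCL28 had -1.21 and -2.67, and the growth factor TGFB3 had -1.45 and -2.39. Of 90 bladder and pancreatic cancer pathway genes, 13 were lower and 9 higher in MCF7, 11 lower and 4 higher in T47D, and 8 lower in both (adjusted p = 0.00198), among them the GTPase RAC3 (-2.10 and -2.04). In this list 4 genes were higher in both lines, where 1.01 were expected (adjusted p = 0.169 from the one-sided Fisher's exact test). The list as a whole had no shift by camera (adjusted p = 0.189 in MCF7 and 0.263 in T47D). Of 76 Wnt pathway genes, 3 were lower in both lines (adjusted p = 0.435), with 8 lower and 4 higher in MCF7 and 4 lower and 9 higher in T47D. The Wnt transcription factor LEF1 had -1.81 and -1.89, and the Wnt antagonist NKD2 had 0.85 and 2.31. Of 55 estrogen response genes, 28 were lower and 1 higher in MCF7, and 13 were lower in T47D and 13 in both (adjusted p = 1.27e-09). Besides PDZK1, these included the progesterone receptor gene PGR (-3.14 and -1.05, with -2.35 and -0.89 for its other kept probe) and ELOVL2 (-3.60 and -1.29), and TMPRSS3, which was at least 6.96-fold lower in MCF7 and had -2.38 in T47D. Of 48 genes of the DNA damage response and homologous recombination, 13 were lower and 1 higher in MCF7, and 10 were lower in T47D and 5 in both (adjusted p = 0.0101, 0.178 with 3 genes in both lines on slide 1 alone, and 0.0522 with 4 without T47D JQ1 replicate 2). RAD51D had -2.04 and -2.26 and FANCD2 had -1.64 and -1.19, with 1 of 3 kept probes of RAD51D at -0.55 and -0.61, and the other 2 of FANCD2 short of the fold threshold in T47D (-0.82 and -0.90).

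The lists were fixed before the data were examined, and apart from the cytokines their counts per line were the same when adjusted over the list alone. PDZK1, which the paper chose from these arrays, is a member of the estrogen response list. The lists for DNA replication, base excision repair, the cell cycle, bladder and pancreatic cancer, the Wnt pathway and cytokines follow sets of the paper's Supplementary Table 1, so their direction is not independent evidence. They were written by hand and are not copies of those sets, and those for the cell cycle (38 licensing and 49 mitosis genes), cytokines (131) and the Wnt pathway (84) are far shorter than the paper's sets, so the tests on them do not bear on the full sets. The camera test of limma, which compares a list with all other genes at a preset correlation of 0.01, gave adjusted p = 1.69e-07 in MCF7 and 1.85e-14 in T47D for DNA replication. These calls did not hold with a correlation estimated from the arrays (adjusted p = 0.184 in MCF7 and 0.084 in T47D with an estimated correlation). With slide as a block, 10 DNA replication, 10 licensing, 7 base excision repair, 14 estrogen response and 10 cytokine genes were lower in both lines. On slide 1 alone the counts were 8, 11, 5, 13 and 11, and on slide 2 alone 10, 11, 6, 12 and 11.

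**Figure D2:**
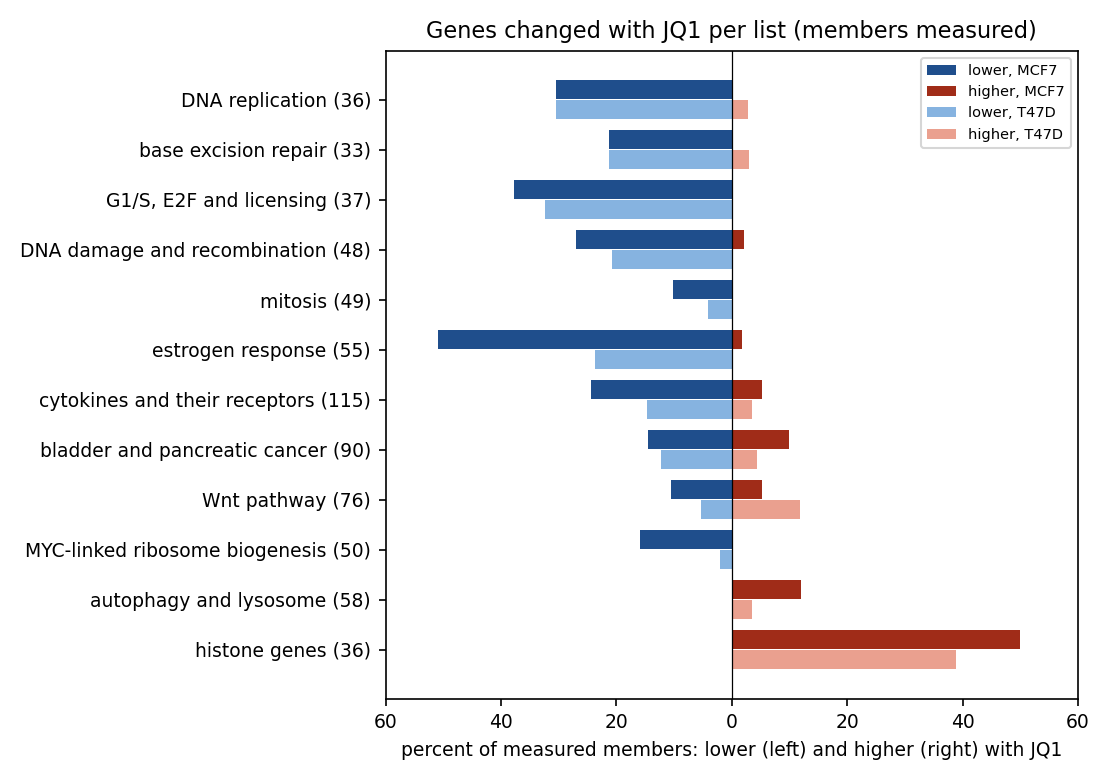
Percent of the measured members of each gene list that were lower (to the left) or higher (to the right) with JQ1, with one bar per cell line. DNA replication, licensing and estrogen response genes extend to the left in both lines, with 11 of 36, 14 of 37 and 28 of 55 genes lower in MCF7.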

Among the top candidate genes commonly downregulated, our attention was particularly drawn by the presence of the transcripts for the PDZ Domain-Containing 1 (PDZK1) and the Breast Carcinoma-Amplified Sequence 1 (BCAS1) genes, which encode two oncoproteins that have been linked to mammary tumorigenesis [25–28]. 

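PDZK1 and BCAS1 transcripts both fell strongly with JQ1 in each cell line. PDZK1, which encodes a scaffold protein with PDZ domains, was 36.8-fold lower in MCF7 and 10.5-fold lower in T47D. BCAS1 was 3.77-fold lower in MCF7 and 12.4-fold lower in T47D. PDZK1 thus fell further in MCF7, and BCAS1 in T47D.

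The PDZK1 probe lies on chromosome 1 of hg19 from 145763717 to 145763776. Its normalized log2 intensity was 10.88 ± 0.17 (SD, n = 3) with vehicle and 5.68 ± 0.13 (SD, n = 3) with JQ1 in MCF7. In T47D it was 12.81 ± 0.38 with vehicle and 9.41 ± 0.57 with JQ1 (SD, n = 3). The log2 fold change was -5.20 in MCF7 (standard error 0.26, adjusted p = 2.09e-07 from limma) and -3.40 in T47D (standard error 0.26, adjusted p = 6.93e-06). The effect in MCF7 minus that in T47D was -1.80 (adjusted p = 0.00969), or -0.95 and short of the fold threshold with an offset of 50 after normexp. The BCAS1 probe lies on chromosome 20 from 52560517 to 52560576. Its normalized log2 intensity was 12.10 ± 0.22 with vehicle and 10.19 ± 0.047 with JQ1 in MCF7, and 11.48 ± 0.012 with vehicle and 7.85 ± 0.058 with JQ1 in T47D (SD, n = 3). The log2 fold change was -1.91 in MCF7 (standard error 0.11, adjusted p = 3.73e-07 from limma) and -3.63 in T47D (standard error 0.11, adjusted p = 3.35e-08). The difference between the lines was 1.72 (adjusted p = 7.95e-05), and a second BCAS1 probe gave -1.82 in MCF7 and -3.10 in T47D. For both genes, all JQ1 arrays of a line lay below all vehicle arrays, a separation that chance gives, in either direction, in 10% of cases at 3 arrays against 3, although the paper chose both genes from these arrays. Every array was well above background for both genes. With slide as a block the PDZK1 effect was -5.09 in MCF7 and -3.51 in T47D, and the BCAS1 effect -1.89 and -3.66. On slide 1 alone the values were -5.05 and -3.65 for PDZK1 and -2.03 and -3.68 for BCAS1, and on slide 2 alone -5.30 and -3.54, and -1.66 and -3.56. The difference between the lines was -1.41 on slide 1 (adjusted p = 0.274) and -1.76 on slide 2 (adjusted p = 0.0842) for PDZK1, and 1.65 (adjusted p = 0.0608) and 1.90 (adjusted p = 0.0708) for BCAS1, and did not pass the threshold within a slide. From the presence of both transcripts among those lower in both lines and from their reported links to mammary tumorigenesis, the paper selects PDZK1 and BCAS1 for further study, and it reasons from these and the later knockdowns that lower levels of genes besides C-MYC can also explain the growth inhibition.

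**Figure D3:**
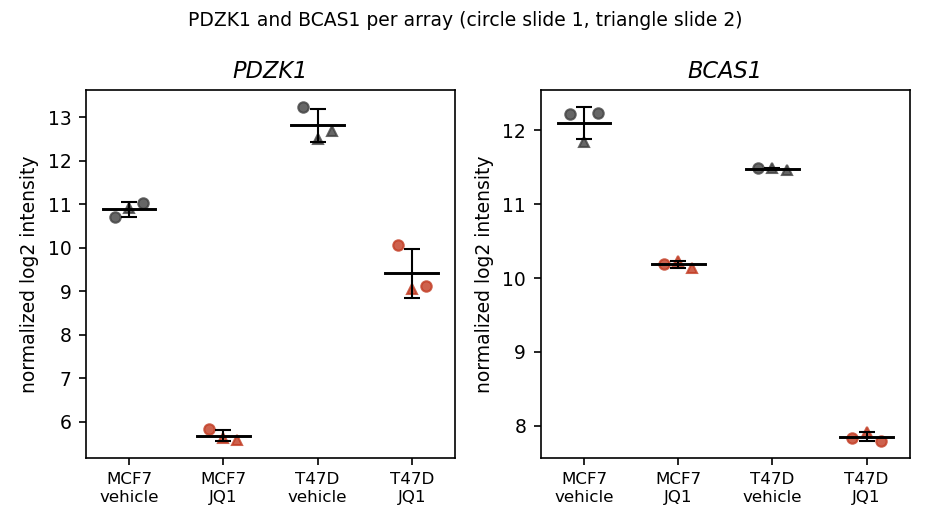
Normalized log2 intensity (vertical axis) of PDZK1 and BCAS1 on each array of the 4 groups, with circles for slide 1 and triangles for slide 2 and with bars for the mean ± SD of 3 arrays. The JQ1 arrays lie below the vehicle arrays of the same line for both genes, with the widest gap, from 10.88 to 5.68, for PDZK1 in MCF7.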

PDZK1 promotes estrogen-mediated growth of breast cancer cells [25, 26], whereas BCAS1 undergoes gene amplification-associated overexpression in breast cancer [27] and has been implicated in breast cancer progression [28]. The downregulation of these transcripts upon JQ1 administration was validated by qRT-PCR in the same RNA extracts as used for microarray hybridization (Figure 2B) and when the experiment was repeated in a new batch of cells treated for different times (Figure 2C). We also assessed to what extent the effects of JQ1 are mediated by its silencing of C-MYC compared to PDZK1 and BCAS1. Upon efficient short hairpin RNA (shRNA) mediated dowregulation of MYC, PDZK1 or BCAS1 in MCF7 and T47D (Supplementary Figure 2A), we observed a similar significant decrease in the cell viability determined by the MTT assay (Supplementary Figure 2B and 2C). These data suggest that all three proteins exert a similar role as growth promoting factors in these luminal breast cancer cell lines. Importantly, the growth inhibition mediated by the use of JQ1 is higher than the one observed for the depletion of each factor (Supplementary Figure 2B and 2C). Thus, the observed growth-inhibitory effects of bromodomain inhibition in the luminal cells studied can be explained not only by the diminished expression of C-MYC, but also by a global reduction in the levels of transforming genes such as those exemplified by the PDZK1 and BCAS1 breast cancer oncogenes.

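Of 44 genes recorded in breast cancer amplicons or as oncogenes, some fell, some rose and most did not pass the thresholds with JQ1. In MCF7 cells 6 were lower and 4 higher, and in T47D cells 3 were lower and 2 higher, with the same counts when adjusted over the list alone. The 3 genes lower in both lines were PDZK1, BCAS1 and the transcription factor MYB. The paper chose PDZK1 and BCAS1 from these same arrays as genes lower in both lines, so these members are not independent evidence for the list. MYB had a log2 fold change of -2.01 in MCF7 (adjusted p = 0.000107 from limma) and -1.91 in T47D (adjusted p = 0.000262), while its other, dimmer kept probe had -0.39 and -0.23. The receptor kinase gene FGFR1 and STK3, chosen for mention after its values were seen, were higher in both lines, at 1.67 and 1.84 for FGFR1 and 1.03 and 1.53 for STK3, while 1 of 3 kept probes of FGFR1 had 0.69 and 0.58.

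The list had a median log2 fold change of -0.305 in MCF7 and -0.099 in T47D. Against all other genes, the camera test gave adjusted p = 0.0257 in MCF7 and 0.202 in T47D, and the call in MCF7 did not hold with an estimated correlation (adjusted p = 0.379). The genes lower in both lines were not over-represented in the list (one-sided Fisher's exact test, adjusted p = 0.171). With slide as a block and within each slide, 3 genes of the list were lower in both lines, and the camera call of breast cancer amplicon and oncogenes in MCF7 was lost on slide 2 alone (adjusted p = 0.0567), without MCF7 vehicle replicate 1 (adjusted p = 0.0727), without MCF7 JQ1 replicate 3 (adjusted p = 0.0582), with cyclic loess (adjusted p = 0.0512) and with only probes well above background in a group (adjusted p = 0.056).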

**Figure 2:**
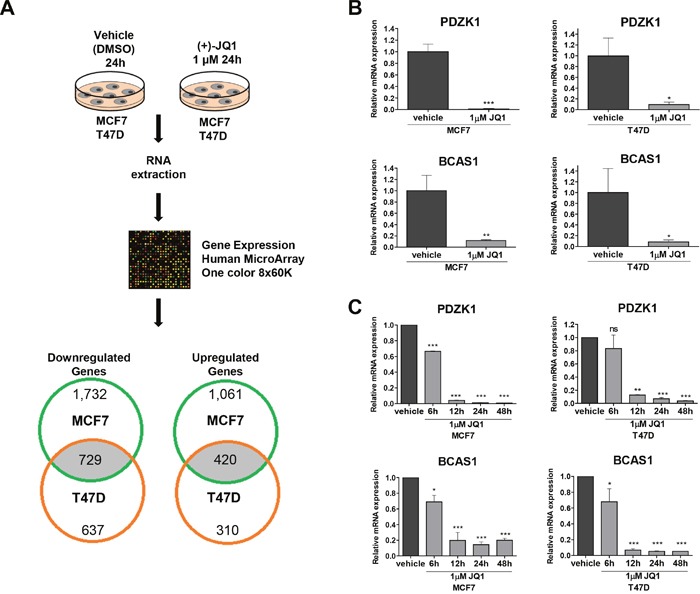
Expression microarray analyses identify PDZK1 and BCAS1 as breast cancer oncoproteins downregulated by JQ1 treatment in human luminal breast cancer cell lines **(A)** Flowchart of the expression microarray experiment. **(B)** qRT-PCR validation of the microarray results for PDZK1 and BCAS1. **(C)** Downregulation of PDZK1 and BCAS1, determined by qRT-PCR, upon JQ1 use at different times. *P<0.05; **P<0.01; ***P<0.001.

### Bromodomain inhibition shows antitumoral activity and retards the onset of luminal breast tumors in the MMTV-PyMT luminal breast cancer mouse model

We next transferred our experiments from the *in vitro* and cell line assays described above to the *in vivo* setting in a mouse model of luminal breast cancer. The antitumoral activity of JQ1 was evaluated using MMTV-PyMT transgenic mice that spontaneously develop multifocal luminal B breast tumors [16]. To assess the efficacy of JQ1 at inhibiting the growth of established tumors, we started the treatment when the total tumor volumes of each animal reached ~ 1,000-2,700 mm^3^ (Figure 3A). We randomly selected eight MMTV-PyMT mice as the control group treated with vehicle and another eight for JQ1 treatment (25 mg/kg). Tumor volume was monitored every 2-3 days. The lack of toxicity of the drug was found under the described conditions. The use of the BET bromodomain inhibitor was significantly associated with the development of smaller breast tumors than those that occurred in the control group (Figure 3B).

**Figure 3:**
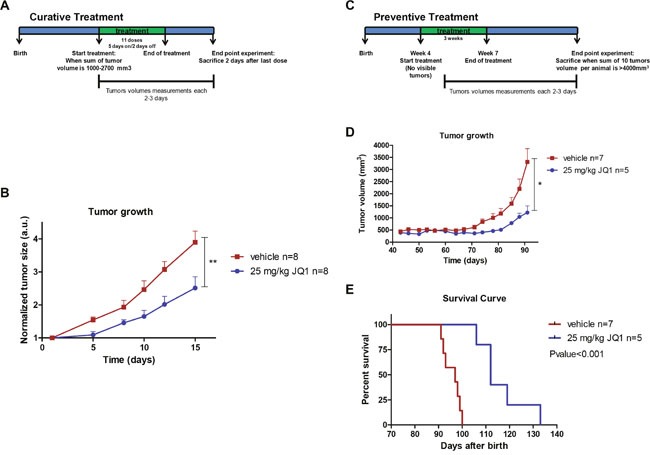
JQ1 treatment inhibits growth and prevents formation of luminal breast tumors in the MMTV-PyMT mouse model **(A)** Design of the “curative treatment experiment”. **(B)** Tumor volume monitored over time in vehicle- and JQ1-treated MMTV-PyMT mice. **P<0.01. **(C)** Design of the “prevention treatment experiment”. **(D)** Tumor volume monitored over time in vehicle- and JQ1-treated MMTV-PyMT mice. *P<0.05. **(E)** Kaplan-Meier survival curves for vehicle- and JQ1-treated MMTV-PyMT mice. Statistical differences tested with Log Rank (Mantel-Cox) test.

Finally, once we had established the efficacy of JQ1 at inhibiting the growth of established luminal breast tumors, we considered whether the drug not only had a therapeutic, but also a preventive effect. The impact of BET bromodomain inhibition on preventing spontaneous mammary tumors that naturally arise in MMTV-PyMT mice was evaluated as described in Figure 3C. Briefly, the MMTV-PyMT mice were randomly divided into a treatment group (25 mg/kg, n=5) and a vehicle group (n=7). JQ1 was administered when mice were 4 weeks old and when no palpable or visible tumors existed. Tumor volume was monitored every 2-3 days. We observed that those MMTV-PyMT mice receiving the BET bromodomain inhibitor experienced later onset of breast cancer and developed significantly smaller tumors (Figure 3D). Most notably, the treatment with JQ1 increased the overall survival of the MMTV-PyMT mice in comparison to those that received the mock treatment (Figure 3E). These results suggest that bromodomain inhibitors may exert a protective anti-tumorigenic effect against tumorigenesis, and that it would be worthwhile exploring the benefits of using them in the context of individuals with a high-risk of developing breast cancer and other malignancies.

## DISCUSSION

Herein, we have analyzed the effect of the BET bromodomain inhibitor JQ1 in the context of luminal breast cancer in mouse models and human cells. Our results highlight how using the epigenetic drug yields remarkable antitumoral effects against luminal breast tumors in association with the downregulation of its known target C-MYC. These findings represent the first demonstration *in vivo* of the antiproliferative characteristics of this small molecule for this particular mammary cancer subtype. 

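After 24 h of JQ1, the MYC transcript changed less than many others on the arrays. Its log2 fold change was -0.91 in MCF7 (standard error 0.30, adjusted p = 0.0347 from limma), short of the fold threshold, and -0.12 in T47D (standard error 0.30, adjusted p = 0.827). HEXIM1, which encodes an inhibitor of the elongation factor P-TEFb, rose in both lines, at 2.49 in MCF7 (standard error 0.14, adjusted p = 4.29e-07) and 2.03 in T47D (standard error 0.14, adjusted p = 3.82e-06). ESR1, the gene of the estrogen receptor, fell in MCF7 (-1.66, standard error 0.11, adjusted p = 1.1e-06) and had 0.20 in T47D (adjusted p = 0.245).

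The MYC probe lies on chromosome 8 of hg19 from 128753268 to 128753327. Its normalized log2 intensity was 13.65 ± 0.22 with vehicle and 12.75 ± 0.15 with JQ1 in MCF7, and 12.12 ± 0.61 with vehicle and 12.00 ± 0.49 with JQ1 in T47D (SD, n = 3). A second, dim MYC probe had -0.48 and -0.29, and the difference between the lines was -0.78 (adjusted p = 0.261 from limma). MYC had -0.75 in MCF7 (adjusted p = 0.0378) and -0.28 in T47D with slide as a block. On slide 1 alone, with 1 JQ1 array of MCF7, it passed both thresholds in MCF7 (-1.05) and had -0.55 in T47D. On slide 2 alone, with 1 vehicle array of MCF7, it passed neither threshold in MCF7 (-0.73) and had -0.30 in T47D. Scaled on the E1A spike-ins, MYC passed both thresholds in MCF7 (-1.35, adjusted p = 0.00743). Of 50 genes of ribosome biogenesis, a process that MYC drives, 8 were lower in MCF7 and 1 in T47D, with RRS1 lower in both (-1.29 and -1.11). Their median was -0.627 in MCF7 (camera adjusted p = 1.81e-14, and 0.0221 with an estimated correlation) and -0.295 in T47D (adjusted p = 1.67e-07, and 0.084 with an estimated correlation).

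Of 23 genes of BET proteins and P-TEFb, 4 were lower and 2 higher in MCF7 and 2 were higher in T47D, and counts adjusted over the list alone were the same for both lists. The BRD4 probe used had -1.01 in MCF7 (adjusted p = 0.00023) and -0.74 in T47D (adjusted p = 0.00282), but the other 2 kept probes of BRD4 lay between -0.10 and 0.29. BRD4 no longer passed the fold threshold in MCF7 with slide as a block (-0.96), on slide 2 alone (-0.88), without MCF7 vehicle replicate 3 (-0.98) or without MCF7 JQ1 replicate 1 (-0.93). BRD2 had 1.27 in MCF7, or 0.98 when scaled on the spike-ins, and 0.89 in T47D, and its other, dim probe had -0.03 and -0.31. The ESR1 effect differed between the lines by -1.85 (adjusted p = 6.28e-05), or -1.82 with slide as a block (adjusted p = 0.000254), and it was -1.72 on slide 1 alone (adjusted p = 0.0587) and -1.92 on slide 2 alone (adjusted p = 0.0989), which did not pass with these fewer arrays. The other kept ESR1 probes had -1.43 and 0.19, and -0.23 and 0.09. Of the luminal transcription factor genes, GATA3 had 0.59 and 0.97 and passed in T47D only without T47D vehicle replicate 2 (1.05), and FOXA1 had 0.95 and 0.08 and passed in MCF7 only without MCF7 vehicle replicate 1 (1.05).

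**Figure D4:**
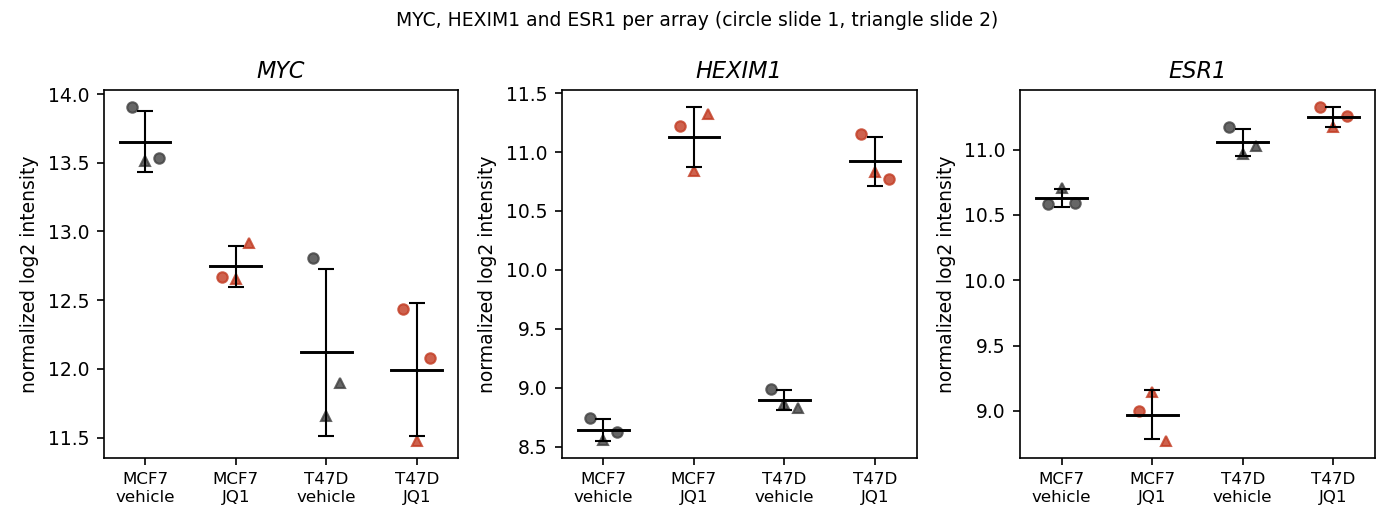
Normalized log2 intensity (vertical axis) of MYC, HEXIM1 and ESR1 on each array of the 4 groups, with circles for slide 1 and triangles for slide 2 and with bars for the mean ± SD of 3 arrays. HEXIM1 is higher with JQ1 in both lines, ESR1 is lower with JQ1 in MCF7, and the MYC arrays of T47D overlap, at 12.12 ± 0.61 with vehicle and 12.00 ± 0.49 with JQ1.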

Importantly, the impact of JQ1 on the transcriptional landscape of the treated breast cancer cells extends beyond the depletion of C-MYC to affect hundreds of other genes. Among the candidates that can also mediate the growth inhibitory action of the compound, we have further characterized the JQ1-associated downregulation of two important breast cancer oncogenes, BCAS1 and PDZK1. Our findings suggest that the anticancer effect observed for the BET bromodomain inhibitor involves many cellular and signaling pathways and that the target genes can have tumor-type-specific patterns.

Our study also provides at least another interesting indication of the significant role of bromodomain proteins in tumorigenesis. We show that the use of the BET bromodomain inhibitor JQ1 prevents the development of breast cancer in mice. Our results demonstrate that the administration of JQ1 in the MMTV-PyMT significantly delayed the development of breast tumors and increased overall survival. Notably, the treatment of the mice with the epigenetic drug did not result in any evident adverse developmental consequences in these animals. These results, in addition to identifying a key role for bromodomain proteins in breast carcinogenesis, are encouraging as proof-of-concept that these types of compound may be useful in cancer chemoprevention strategies. In this regard, it would be worth pre-clinically testing the efficacy of BET bromodomain inhibitors in diminishing the onset of disease in women at high-risk of developing breast cancer, such as those that are carriers of germline mutations in the tumor suppressor and DNA repair genes BRCA1 and BRCA2. Interestingly, recent findings indicate that the presence of BRCA1 mutations is associated with augmented proliferation of luminal progenitor cells [29–32] and, thus, JQ1 could be used in pre-neoplastic tissue to block these hyperactive cells in their course towards full cancer development.

Finally, it is relevant to mention that although JQ1 was the first-in-class BET bromodomain inhibitor, other drugs have been developed with similar or identical targets [6], such as I-BET151 [33], RVX-208 [34] and OTX015 [15, 35], that can work in the breast cancer models studied and that could be tested. However, all these drugs have common features that interfere with the binding of bromodomain protein to their targets in normal and cancer cells, so far with little specificity. It is in this context that the necessity might emerge for a more personalized cancer treatment using BET bromodomain inhibitors based on the genomic alterations observed in individual patients. In this regard, the presence of point mutations, gene copy number alterations and translocations involving histone acetyltransferases, histone deacetylases and the bromodomain proteins themselves [36–38] could be important biomarkers for predicting the true therapeutic potential of these drugs.

## MATERIALS AND METHODS

### Cell lines

The human luminal breast cancer cell lines MCF-7 and T47D used in this study were purchased from the American Type Culture Collection (ATCC). MCF-7 and T47D were cultured in DMEM and RPMI, respectively. Both mediums were supplemented with 10% fetal bovine serum and the cells were grown at 37°C and 5% CO_2_.

### Dose-response assays

For dose-response assays, 3000 cells were seeded in 96-well plates. The optimal number of cells for each experiment was determined to ensure that each one was in growth phase at the assay endpoint. After overnight incubation, experimental medium containing increasing concentrations of JQ1 was added into each well. Cell viability assay was determined at 96 h after treatment, by the 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) assay. Briefly, MTT reagent was added and incubated for 3 h, after which the cells were lysed for 16 h with MTT lysis buffer (50% N-N dimethylformamide, 20% sodium dodecyl sulfate, 2.5% glacial acetic acid, 2.1% 1N HCl, at pH 4.7). Plates were measured at 560 nm using a spectrophotometer.

### RNA isolation and quantitative PCR

Total RNA was extracted using a Maxwell® RSC simply RNA Cell Kit (Promega). Real-time PCR reactions were performed following the methods for use of SYBR Green (Applied Biosystems). GAPDH was used as an endogenous control to enable normalization. Specific primers are detailed in Supplementary Table 2.

### Immunoblotting assays

Total protein from cells was extracted with Laemmli sample buffer (62.5 mM Tris-HCl pH 6.8, 25% glycerol, 2% SDS, 0.01% bromophenol blue, 5% β-mercaptoethanol). Specific antibodies against target proteins are detailed in Supplementary Table 2.

### Gene expression microarray analysis

For expression array analysis, twelve RNA samples were extracted using a Maxwell® RSC simply RNA Cell Kit (Promega) and sent to the CRG Genomics Unit (Barcelona). RNA was extracted from three independent biological replicates treated with JQ1 (1 μM 24h) and three independent biological replicates treated with vehicle (DMSO). Expression data from the Agilent Gene Expression one-color chip human 8×60K microarrays were analyzed with the Bioconductor limma library v3.28 in the R v3.3.0 statistical environment. Briefly, the extracted intensities were background-corrected by applying the normexp calculation. The background-corrected log_2_-transformed values were quantile-normalized to make data from all arrays comparable. After filtering out control and low-level expression probes, we applied empirical Bayes statistics within the limma package for two class comparisons in order to calculate the difference in expression between conditions. Transcripts with significant differences (absolute logFC > 1 and adjusted p < 0.05) were considered for further analysis. The gene functional annotation analysis was performed by computing gene overlapping with GSEA KEGG and GO signature collections. We used a hypergeometric test to assess the overrepresentation of specific functions in the gene set tested. The associated hypergeometric p-value was corrected for multiple hypotheses testing according to Benjamini and Hochberg. Finally, we selected the 10 most significant over-represented terms with a False Discovery Rate q-value below 0.05.

### Short hairpin interference

Two different sequence gene specific hairpin RNA molecules (shRNAs) for C-MYC, PDZK1, or BCAS1 mRNA were designed and transduced into MCF7 and T47D breast cancer cell lines. shRNA against the MSS2 yeast protein (not present in mammals) was used as scrambled (control). shRNAs and scramble sequences can be found in Supplementary Table 2. All shRNA molecules were ligated into pLVX-shRNA2-ZsGreen plasmid from Clontech, using BamHI and EcoRI restriction enzymes. Each shRNA-encoding plasmid (10 μg) was mixed with 7.5 μg of ps-PAX2 and 2.5 μg of PMD2.G plasmid in 1 ml JetPRIME buffer and 50 μl of JetPRIME. Upon 10 min of RT incubation, the transfection mix was added dropwise on a 10 cm culture plate containing HEK293-TLV lentiviral packaging cells at 80% confluence. After 72 h, medium with high-titer lentiviral particles was 0.45 μm filtered. MCF7 and T47D target cells were cultured in virus containing medium for 24 h. As transduction efficiencies were higher than 95%, and in order to avoid the cloning bias-effect, we chose working with a pool of cells with high expression of shRNA constructs. Cell proliferation was determined by the MTT assay. A total of 1000 cells of MCF7 or 2000 cells of T47D were plated onto 96-well plates in the corresponding medium with vehicle or with 1μM JQ1. MTT was added on 8 consecutive days at a final concentration of 5 mg/mL and further procedure was done as described previously.

### Mouse model

MMTV-PyMT^+^ male mice (FVB/Nj strain) were kindly provided by Dr. Gonzalez-Suarez (IDIBELL, Barcelona, Spain). Transgenic females were obtained by breeding FVB/Nj females with PyMT^+^ transgenic males. All mouse experiments were approved by the IDIBELL Animal Care and Use Committee and performed in accordance with the guidelines of The International Guiding Principles for Biomedical Research Involving Animals, developed by the Council for International Organizations of Medical Sciences (CIOMS).

### Curative *in vivo* treatment

When the total tumor volume of each animal reached ~ 1,000-2,700 mm^3^, PyMT^+^ female mice were randomized into a JQ1 treatment group (25 mg/kg, n=8) and a vehicle (control) group (n=8). JQ1 or vehicle (1:10 DMSO:10% hydroxypropyl β cyclodextrin) was administered daily intraperitoneally for 11 doses on a 5-days-on/2-days-off dosing schedule. Tumor growth was monitored every 2-3 days by measuring tumor width (*W*) and length (*L*). Tumor volume, *V*, was then estimated from the formula *V*=π/6x (*L* x *W*^2^) and reported as the sum of all the tumor volumes for each animal and the mean and SEM of each mouse group. Two days after completion of the treatment, mice were euthanized.

### Preventive *in vivo* treatment

PyMT^+^ female mice were randomly divided into a JQ1 treatment group (25 mg/kg, n=5) and a vehicle (control) group (n=7). When mice were 4 weeks old and no palpable or visible tumors were present, JQ1 or vehicle (1:10 DMSO:10% hydroxypropyl β cyclodextrin) were administered intraperitoneally daily for 3 weeks on a 5-days-on/2-days-off dosing schedule. Tumor growth was monitored every 2-3 days by measuring tumor width (*W*) and length (*L*). Tumor volume, *V*, was then estimated from the formula *V*=π/6x(*L* x *W*^2^). Mice were euthanized when the total 10 tumor volume per animal was greater than 4,000 mm^3^.

### Statistical analysis

Real Time Quantitative PCR results were statistically analyzed with a Two samples T test, in the case where JQ1 treated and not treated samples were compared an din the case of shRNA depletion; with a Tukey Multiple comparasions of mean test, in time course experiments cases. Concerning tumor and cell growth experiments we used an AUC Vardi test with 1000 permutations. Kaplan-Meier survival curves statistical differences were tested with Log Rank (Mantel-Cox) test. P values less than 0.05 were considered significant (*P>0.05; **P>0.005; ***P>0.001; n.s = no significance).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Bromodomain inhibition shows antitumoral activity in mice and human luminal breast cancer
**Source:** Oncotarget. 2017 May 29;8(31):51621–9. doi: 10.18632/oncotarget.18255
**Supplement:** Supplementary file 1

Bromodomain inhibition shows antitumoral activity in mice and human luminal breast cancer

SUPPLEMENTARY MATERIALS

A

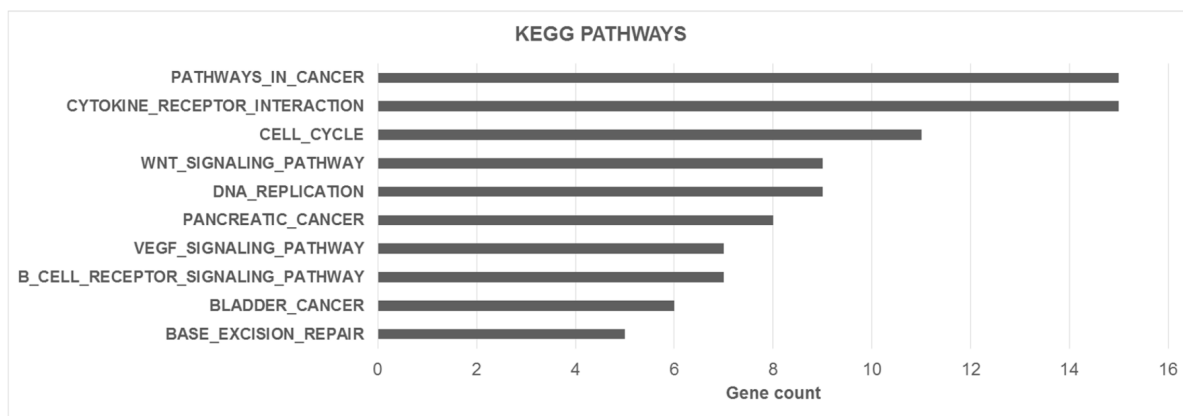

B

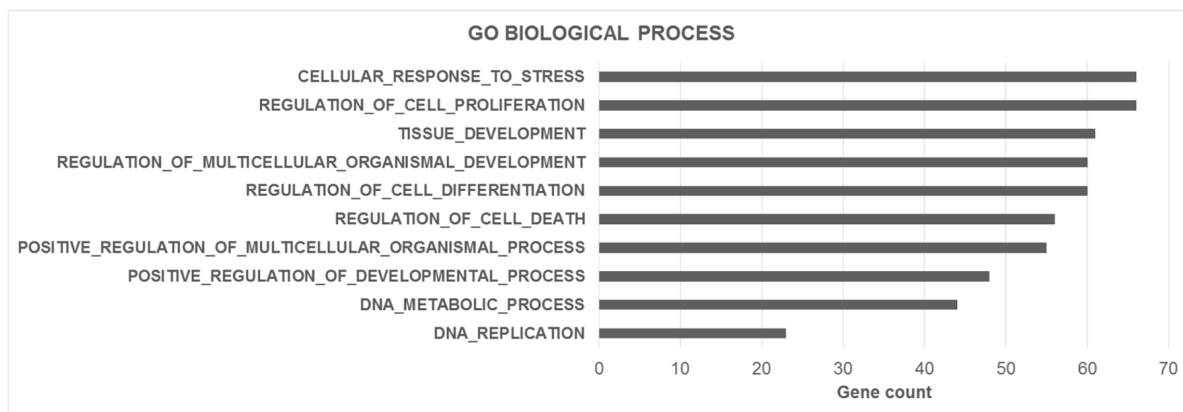

Supplementary Figure 1: Gene functional annotation analyses in both MCF7 and T47D breast cancer cell lines for the downregulated gene set upon JQ1 use. (A) Overrepresented KEGG pathways, (B) GO biological process terms.

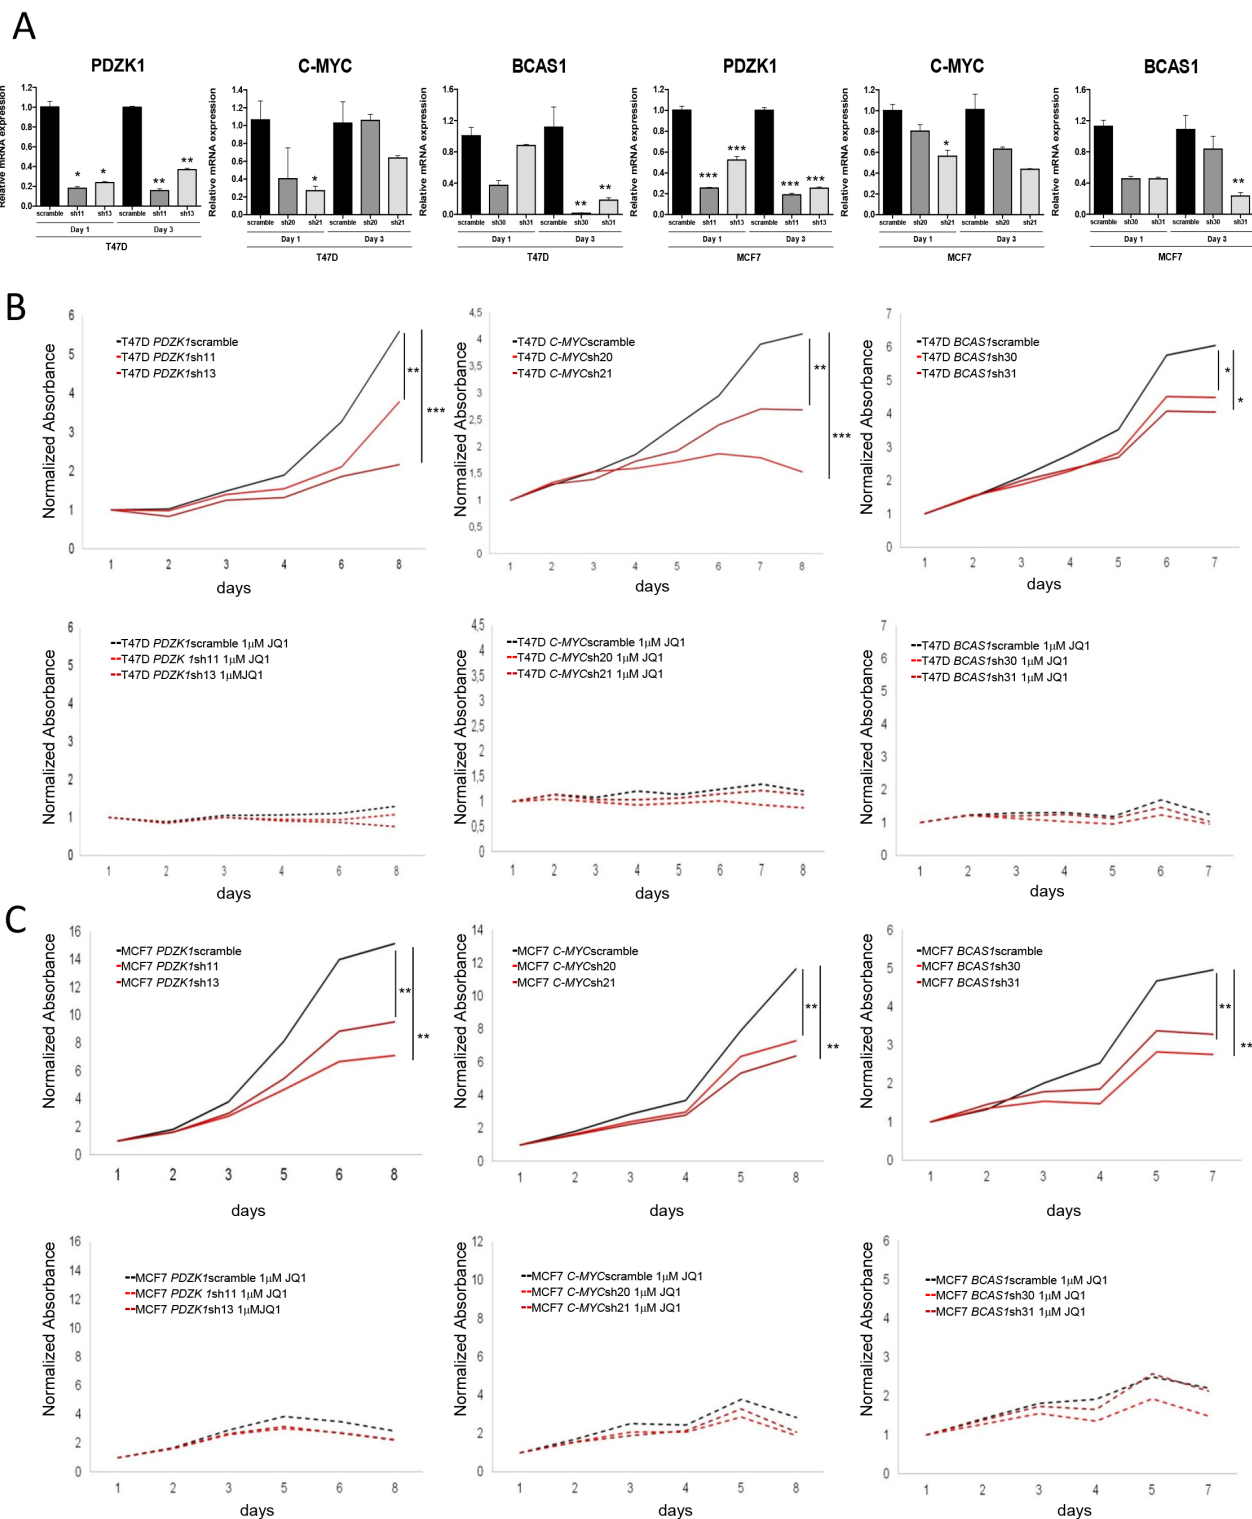

Supplementary Figure 2: Short harpin RNA (shRNA) mediated downregulation of C-MYC, PDZK1 or BCAS1 in luminal breast cancer cell lines. (A) Quantitative RT-PCR analyses to show the efficient depletion of the target genes upon shRNA use. Effect on cell growth determined by the MTT assay of the shRNA-mediated depletion of C-MYC, PDZK1 or BCAS1 in T47D (B) and MCF7 (C) cells. Scramble shRNA and two target specific shRNAs for each gene are shown. The use of JQ1 treatment in these shRNAs transduced cells is also represented. * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$.

Supplementary Table 1: KEGG and GO analyses

Gene set name	# Genes in gene set (K)	# Genes in overlap (k)	k/K	p-value	FDR q-value
KEGG_DNA_REPLICATION	36	9	0.25	3.13E-10	5.82E-08
KEGG_CELL_CYCLE	128	11	0.0859	4.19E-07	3.90E-05
KEGG_CYTOKINE_RECEPTOR_INTERACTION	267	15	0.0562	9.09E-07	5.63E-05
KEGG_PANCREATIC_CANCER	70	8	0.1143	1.87E-06	8.68E-05
KEGG_BLADDER_CANCER	42	6	0.1429	9.98E-06	3.44E-04
KEGG_PATHWAYS_IN_CANCER	328	15	0.0457	1.11E-05	3.44E-04
KEGG_B_CELL_RECEPTOR_SIGNALING_PATHWAY	75	7	0.0933	3.18E-05	8.05E-04
KEGG_VEGF_SIGNALING_PATHWAY	76	7	0.0921	3.46E-05	8.05E-04
KEGG_BASE_EXCISION_REPAIR	35	5	0.1429	5.62E-05	1.16E-03
KEGG_WNT_SIGNALING_PATHWAY	151	9	0.0596	8.77E-05	1.62E-03
GO_REGULATION_OF_CELL_PROLIFERATION	1496	66	0.0441	6.90E-20	3.06E-16
GO_CELLULAR_RESPONSE_TO_STRESS	1565	66	0.0422	6.93E-19	1.54E-15
GO_DNA_METABOLIC_PROCESS	758	44	0.058	8.05E-18	1.19E-14
GO_TISSUE_DEVELOPMENT	1518	61	0.0402	1.55E-16	1.72E-13
GO_REGULATION_OF_CELL_DIFFERENTIATION	1492	60	0.0402	2.71E-16	2.40E-13
GO_DNA_REPLICATION	208	23	0.1106	9.84E-16	7.27E-13
GO_POSITIVE_REGULATION_OF_MULTICELLULAR_ORGANISMAL_PROCESS	1395	55	0.0394	1.17E-14	7.43E-12
GO_REGULATION_OF_CELL_DEATH	1472	56	0.038	2.90E-14	1.61E-11
GO_REGULATION_OF_MULTICELLULAR_ORGANISMAL_DEVELOPMENT	1672	60	0.0359	4.13E-14	2.04E-11
GO_POSITIVE_REGULATION_OF_DEVELOPMENTAL_PROCESS	1142	48	0.042	6.27E-14	2.78E-11

Top, Overrepresented KEGG pathways corresponding to the significant downregulated genes in MCF7 and T47D cell lines. The table shows the genes overlapping each gene set and the associated hypergeometric test's p-value. 

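For each gene set, the table gives the number of genes in the set, the number of these among the genes lower in both cell lines, and the ratio of the latter to the former. The hypergeometric p-value is the probability that a random draw of as many genes as were lower would share at least that number with the set. The q-value is the false discovery rate over all sets tested. A small set with a high ratio and a large set with a low ratio can have like p-values, and sets that share genes are not independent of each other.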

*Below*, Overrepresented GO biological process terms corresponding to the significant downregulated genes in MCF7 and T47D cell lines. The table shows the genes overlapping each gene set and the associated hypergeometric test's p-value.

Supplementary Table 2: Primers for qRT-PCR, antibodies used in the western blot and shRNAs sequences

Primers for qRT-PCR				
BRD4_Hs_qPCR_F	CAACAAGCCTGGAGATGACA			
BRD4_Hs_qPCR_R	GGAGGAGTCGATGCTTGAGT			
MYC_Hs_qPCR_F	CCGCTTCTCTGAAAGGCTCT			
MYC_Hs_qPCR_R	AAGCTAACGTTGAGGGGCAT			
PDZK1_Hs_qPCR_F	AAACTCTGCAGGCTGGCTAA			
PDZK1_Hs_qPCR_R	TCCACCACCTTCTCATAGGG			
BCAS1_Hs_qPCR_F	CCAGAAGGACTGGAGACTGC			
BCAS1_Hs_qPCR_R	CTTGGGTCTCCTGGGATGTA			
GAPDH_Hs_qPCR_F	GAAGGTGAAGGTCGGAGTCA			
GAPDH_Hs_qPCR_R	TGGACTTCACGACGTACTCA			
Antibodies name	Reference	Company	Application	Dilution
Anti-BRD4	ab128874	Abcam	WB	1:1000
C-MYC (D84C12)	5605	Cell signaling	WB	1:1000
Actin-beta HRP	A3854	Sigma	WB	1:20000
Lentiviral shRNAs				
Scramble_F	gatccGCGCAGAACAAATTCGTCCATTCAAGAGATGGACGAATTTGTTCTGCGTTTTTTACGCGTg			
Scramble_R	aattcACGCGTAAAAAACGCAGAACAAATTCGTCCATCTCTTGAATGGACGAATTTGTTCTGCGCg			
PDZK1_sh11_F	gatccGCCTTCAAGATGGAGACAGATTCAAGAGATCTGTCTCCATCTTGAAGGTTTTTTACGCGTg			
PDZK1_sh11_R	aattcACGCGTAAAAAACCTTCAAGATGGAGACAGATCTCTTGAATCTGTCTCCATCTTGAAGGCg			
PDZK1_sh13_F	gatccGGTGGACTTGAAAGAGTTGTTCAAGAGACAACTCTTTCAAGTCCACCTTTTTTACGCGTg			
PDZK1_sh13_R	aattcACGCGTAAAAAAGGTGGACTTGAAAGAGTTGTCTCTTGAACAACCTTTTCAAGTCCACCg			
MYC_sh20_F	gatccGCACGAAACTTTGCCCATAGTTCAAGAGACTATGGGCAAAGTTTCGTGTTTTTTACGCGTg			
MYC_sh20_R	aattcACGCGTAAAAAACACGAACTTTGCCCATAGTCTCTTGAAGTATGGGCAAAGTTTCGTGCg			
MYC_sh21_F	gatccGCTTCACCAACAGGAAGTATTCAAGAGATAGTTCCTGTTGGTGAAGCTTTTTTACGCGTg			
MYC_sh21_R	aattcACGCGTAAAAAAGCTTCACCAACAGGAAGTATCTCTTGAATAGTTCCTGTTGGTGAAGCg			
BCAS1_sh30_F	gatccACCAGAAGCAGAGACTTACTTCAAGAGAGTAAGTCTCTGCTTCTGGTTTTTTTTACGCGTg			
BCAS1_sh30_R	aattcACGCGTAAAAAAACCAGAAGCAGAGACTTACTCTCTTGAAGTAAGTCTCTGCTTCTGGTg			
BCAS1_sh31_F	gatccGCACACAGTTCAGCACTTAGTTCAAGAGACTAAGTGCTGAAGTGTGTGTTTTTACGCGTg			
BCAS1_sh31_R	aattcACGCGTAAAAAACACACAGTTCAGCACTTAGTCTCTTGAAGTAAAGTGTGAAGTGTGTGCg

How the deposited data were processed for this re-analysis (not part of the article)

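Gene expression was measured in MCF7 and T47D cells treated with 1 μM JQ1 or with the vehicle DMSO for 24 h, with 3 replicates for each cell line and agent, on 12 one-color Agilent human arrays annotated on hg19. The deposited scanner files hold the intensity of each of 62976 spots and its surroundings as the authors read them with Feature Extraction 10.7.3.1, with no normalization between arrays. The authors' deposited value table holds log2 values of all spots, which the paper describes as corrected by normexp and quantile normalized with limma 3.28 in R 3.3.0. Each array's column of that table was checked against values made again from its scanner file, and correlated with them at 0.999.

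The main values were made from the mean signal of each spot and the median of its local background. Background was corrected by normexp with an offset of 0, followed by log2 and quantile normalization over the 12 arrays. Control spots were left out after normalization. Outlier spots, 55 to 112 per array, were set to missing, and 0 spots were saturated. Spots of the same probe were averaged. Probes were kept if they passed the 95th percentile of the 308 negative control spots, raised by a factor of 1.1, on at least 3 arrays. Each gene name was represented by the kept probe with the highest mean. Of 8076 genes with several kept probes, 3 in MCF7 and 1 in T47D had probes called in opposite directions.

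A linear model with 4 groups and 8 residual degrees of freedom was fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and its variances were moderated by empirical Bayes. The contrasts were JQ1 minus vehicle in MCF7, the same in T47D, and the first minus the second. Genes were called at an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p under 0.05. A gene counted as shared when called in both lines in the same direction. Genes called at any fold change with an adjusted p under 0.05 numbered 12911 in MCF7 and 8319 in T47D. The 27 gene lists, with 970 tested genes, were written by hand before the data were examined, from textbook knowledge and in part after the sets that the paper's Supplementary Table 1 names, and tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Members among the genes lower or higher in both lines were tested by a one-sided Fisher's exact test against all genes tested, and p-values were adjusted over the lists. The collections of gene sets that the paper used were not at hand.

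Named genes followed a rule fixed before the data were examined. It took the genes the paper names for JQ1, the 10 genes per direction with the largest mean change among those called in both lines, the 5 per direction and line with the largest change, the 5 per sign with the largest difference between the lines, up to 4 called members of each list, and BET, luminal and housekeeping genes fixed by name. The largest-change genes needed a gene symbol, every JQ1 array beyond every vehicle array, and a brighter group well above background on every array. A group that was not well above background on any array gave only a bound.

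The model fit and the thresholds were tested on simulated log2 values with the same number of genes, arrays and groups. Noise was drawn independently for each gene at its own spread, with no array or slide effects. Background correction, normalization, filtering and the choice of probe were not run on these values, so the rates below do not cover those steps. Of genes given a log2 change of 1.5, 88.0% were called in MCF7, 93.3% in T47D and 78.0% for the difference between the lines, and of genes given a change of 3, 97.3%, 98.7% and 94.0% were called. Among genes given neither change in the comparison at hand, 2 were called in MCF7, 3 in T47D and 5 for the difference. These genes include 40 that were shifted by -0.5 with JQ1 in both lines to test the lists.

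Alternatives fixed before the data were examined changed the background correction, the normalization, the filter, the treatment of outlier spots, the choice of probe, the variance model, the samples in the fit, the slide and replicate terms, the thresholds, and the use of the authors' value table, and left out each array in turn. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The qRT-PCR, Western blot, viability, knockdown and mouse experiments were left out because the deposited arrays do not cover them. All samples were used, and 0 columns of the deposited value table were left unused. The number of arrays limits the precision of every value.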

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

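The tests of a slide effect, of the normalization and of the amount of spike-in RNA were chosen only after the results they concern had been seen, while the test of a signal floor and the regroupings of the arrays were chosen before.

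The response to JQ1 differed between the cell lines. As MCF7 was cultured in DMEM and T47D in RPMI, the arrays cannot tell a difference between the lines from one between the media. By limma's test of the difference, 964 genes had a lower JQ1 effect in MCF7 than in T47D and 748 a higher one, but 1936 and 306 with E1A spike-in scaling, 71 and 57 on slide 1 alone, and 0 and 0 on slide 2 alone (1273 and 1054 there at an unadjusted p under 0.05). With slide as a block over the 12 arrays, the counts were 904 and 728. The 10 ways to divide the 6 arrays of a line into 3 and 3 are too few for a share under 0.05. In MCF7 3439 genes changed, against at most 0 in the other splits, and in T47D 1899, against at most 1. For genes changed in the same direction in both lines, the real split gave 1046 genes and the others of 100 joint splits at most 0 (1 split, the real one, reached that count). This argues against a chance division of the arrays in both lines at once. It cannot show whether the sharing itself is chance, because a wrong split of either line leaves at most 1 changed gene in that line. For the difference between the lines the same splits do not exclude chance, since 7 of 100 splits, the real one included, gave at least the real 1712 genes, and the highest other gave 3696. All 6 of these others keep the JQ1 and vehicle groups of MCF7, so they carry the effect of JQ1 in that line, which is a structure of the samples, and the 79 splits that keep the groups of neither line gave at most 0.

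Estrogen response genes fell further in MCF7 than in T47D, with a median difference of -0.657 (15 genes with a lower and 1 with a higher effect in MCF7, camera adjusted p = 4.03e-10, and 0.586 with an estimated correlation). Of the 55 members, 52 were well clear of the detection limit on the T47D vehicle arrays, so leaving out the others could hardly move the median. It was -0.629 over these 52 (standard error 0.121 over genes, which are not independent replicates). As these members had room to fall in T47D, the value argues against a signal floor there for them. Their T47D JQ1 values were not held against that limit. The normalization is argued against by medians, less that of all genes, from -0.581 to -0.828. These came from 6 normalizations and 3 other background corrections, where median and E1A scaling give the same value by construction (-0.74). A slide effect as the whole cause is argued against by a difference of -0.586 (standard error 0.099) in the mean of these genes per array with slide as a term. Within the slides, where each line has 1 array in one arm, the median difference was -0.688 and -0.432. Those values, tested first, had left a slide effect open, and the slide term was chosen after them. ESR1 differed between the lines in the same direction, by -1.85, and lower ESR1 in MCF7 may contribute, a hypothesis that was not tested.

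Relative to the E1A spike-in spots, the median log2 fold change of all genes in MCF7 was -0.303, a signal the paper does not report. In T47D it was -0.043, with 0.036 on slide 1 and -0.279 on slide 2. Within the slides it was -0.288 and -0.34 in MCF7, and each of these values rests on 1 array in one arm. A slide effect as the whole cause in MCF7 is argued against by an effect of -0.357 (standard error 0.127) on the array medians with slide as a term. The same model gave -0.144 (standard error 0.127) in T47D, and a difference between the lines of -0.213 (standard error 0.184) does not show that the lines differed. A larger amount of spike-in RNA in the JQ1 samples of MCF7 is argued against by spike-in spots that differed by -0.042 (standard error 0.056) before normalization. These spots cannot tell whether less sample RNA was present beside the same amount of spike-in RNA. Spots above background on every array were lower by -0.536 (standard error 0.106) in MCF7 and -0.108 (standard error 0.067) in T47D. A lower share of mRNA in the total RNA of JQ1-treated MCF7 cells may be a candidate explanation. This share, RNA quality and the amount of sample RNA were not tested.

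Other gene lists differed between the lines. The median difference, MCF7 minus T47D, was -0.315 for ribosome biogenesis genes (camera adjusted p = 3.78e-08, and 0.128 with an estimated correlation) and 0.379 for histone genes (3.53e-06, and 0.728 with an estimated correlation), though 0.0547 for histone genes with E1A spike-in scaling. Among histone genes, which the paper does not discuss, 14 were higher in both lines.

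Single genes also differed, by limma's test of the difference. Genes with a group that was not well above background are left out of these values, a restriction set after the values were seen, because their difference is only a bound. The JQ1 effect in MCF7 minus that in T47D, on the log2 scale, was -1.80 for PDZK1, -4.20 for SULF1, -2.14 for NUPR1, -4.15 for DSCAM, -5.45 for CDH26, -4.42 for AKR1C3, -3.98 for NECAB2, -1.03 for E2F2, -2.31 for ELOVL2, -2.09 for PGR, -3.17 for MUC1, -1.42 for CXCL12 and -2.01 for IFIH1. It was -1.66 for DPYSL3, -1.10 for LMO2, -2.51 for ADARB1, -2.41 for PGF, -1.35 for CDKN1C, -1.36 for ACTA2, -1.67 for COL1A1 and -1.45 for NKD2. Positive differences were 1.72 for BCAS1, 2.38 for ACOX2, 4.38 for C1orf64, 1.14 for HIST2H2BF, 1.77 for SMPD3, 1.27 for MAPRE2, 3.07 for SERPINA6, 2.97 for AMIGO3, 2.66 for TMEM45B, 1.56 for CDKN2A, 2.00 for SPDEF, 1.46 for CCL28, 1.47 for CASP10, 1.04 for NDRG1 and 1.51 for ANKRD37. Other kept probes of ESR1, CDH26, CXCL12, PGR, MUC1, CDKN2A and CASP10 were not called alike. Among all named genes, calls of the difference were lost 46 times on slide 2 alone and 30 times on slide 1 alone, where each line has 1 array in one arm, 5 times with E1A spike-in scaling (HIST2H2BF, MAPRE2, CASP10, NDRG1 and ANKRD37, at 0.71, 0.88, 1.02, 0.60 and 1.05) and 2 times with slide as a block (E2F2 at -0.88 and CDKN1C at -1.26). Of the genes above, an offset of 50 after normexp ended the call for PDZK1, LMO2 and MAPRE2 (-0.95, -0.93 and 0.95), the mean of probes for HIST2H2BF, CDKN2A, CXCL12 and CASP10 (0.99, 0.99, -0.50 and 0.99), median scaling for HIST2H2BF and NDRG1 (0.98 and 0.87), and the authors' value table for E2F2 (-0.99). The authors' value table, the processed signal less the 75th percentile and the absence of a filter on dim probes each ended that for CDKN1C (-1.32, -1.40 and -1.35). Genes at background that also lost it were CSF1R, WNT11 and ATP8A2. The difference for CDKN1C was lost without any 1 of 10 of the 12 arrays (as far as -1.09). That for E2F2 was lost without MCF7 vehicle replicate 1, MCF7 JQ1 replicate 2 or T47D JQ1 replicate 1 (as far as -0.82), that for LMO2 without MCF7 JQ1 replicate 2 (-0.94), and that for NDRG1 without MCF7 vehicle replicate 3 or MCF7 JQ1 replicate 1 (0.96 and 0.93).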

How the results depend on the processing

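All alternatives were fixed before the data were examined, and none was added after. With 1 array left out at a time, all 8 counts of genes stayed within 1.5 times their value with all arrays, and an arm left with 2 arrays shared its spread with the other groups. The log2 fold changes of PDZK1 and BCAS1 in each line kept their direction and stayed past the thresholds in all 32 fits with another setting or 1 array left out, from -5.63 to -4.25 (MCF7) and -3.73 to -3.19 (T47D) for PDZK1 and from -2.41 to -1.66 and -3.71 to -3.37 for BCAS1.

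The counts moved by more than 1.5 times as follows. The cause was not tested. An offset of 50 after normexp gave 1259 lower and 787 higher genes in MCF7, 716 and 378 in T47D, 370 and 226 in both lines, and 475 and 450 with a lower and a higher effect in MCF7 than in T47D. It also reversed the difference for AGR3, which was at background in MCF7, to 1.42. The processed signal less each array's 75th percentile gave 1991 higher genes in MCF7 and 1179 with a higher effect in MCF7. Without background subtraction 639 had a lower effect in MCF7. E1A spike-in scaling, which moved the median of all genes in MCF7 from 0.05 to -0.303, gave 4556 lower and 438 higher genes there, 184 higher in both lines, and 1936 and 306 with a lower and a higher effect in MCF7.

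The rest moved with fewer arrays or another threshold. A changed threshold moves a count by construction. For each slide alone, the loss of arrays was not separated from other causes, and the counts per line stayed within 1.5 times there. Slide 1 alone, with 1 array in one arm of each line, gave 71 and 57 genes with a lower and a higher effect in MCF7, and slide 2 alone, likewise, 0 and 0 (1273 and 1054 at an unadjusted p under 0.05 from limma). The adjusted p alone gave 6187 lower and 6724 higher genes in MCF7, 4056 and 4263 in T47D, so that more rose than fell, 2775 and 2708 in both lines, and 2603 and 1928 for the difference. The limma treat test against a fold of 1.5 gave 361 and 253 for the difference.

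With the replicate number as a block, 665 of the 669 shared lower and 374 of the 377 shared higher genes remained. The pairing of replicates is not established, since JQ1 and vehicle arrays of the same number correlated at only -0.028 to 0.107 in MCF7 and 0.015 to 0.114 in T47D.

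Over all alternatives and left-out arrays, calls of named genes were lost 96 and gained 34 times in a line, and lost 120 and gained 50 times for the difference between the lines, with 1 reversed. For the lists, 11 calls were lost and 9 gained in over-representation, and 60 and 35 by camera. Signal over background limits the genes reported as bounds.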

Differences from the paper's values

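For BCAS1 with JQ1 relative to vehicle in MCF7, the paper's qRT-PCR value is about 0.12 in Fig. 2B, read by eye. On the arrays this level was 0.266 (SD 0.00857 over the 3 JQ1 arrays, which leaves out the spread of the vehicle arrays). None of the 20 alternatives that give this value, all set before the data were examined, brought it within 1.5 times the paper's value. No fit without 1 array did so either. These 20 alternatives ran from 0.189 to 0.317. The paper scaled its qRT-PCR on GAPDH, while the array values were quantile normalized in the main setting.

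The paper states that C-MYC was lower after JQ1 in both lines by Western blot and qRT-PCR, over several times of treatment that include 24 h. Its qRT-PCR was scaled on GAPDH, while the arrays measured RNA at 24 h alone and were quantile normalized. On the arrays MYC had a log2 fold change of -0.91 in MCF7 (standard error 0.30, adjusted p = 0.0347 from limma). In T47D it was -0.12 (standard error 0.30, adjusted p = 0.827), which does not exclude a fall within this error. MYC passed both thresholds in MCF7 with E1A spike-in scaling (-1.35) and on slide 1 alone (-1.05, with 1 JQ1 array), and in T47D under none of the alternatives. The paper states that BRD4 was unaltered by the same methods. The BRD4 probe used had -1.01 in MCF7 (adjusted p = 0.00023) and -0.74 in T47D (adjusted p = 0.00282), while the other 2 kept probes lay between -0.10 and 0.29, in the direction of the paper's statement.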

Other observations

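Histone genes were over-represented among the genes higher in both lines. Of 36 measured histone genes, 18 were higher in MCF7 and 14 in T47D, with 14 higher in both lines (one-sided Fisher's exact test, adjusted p = 3.27e-17), and 0 were lower in either line (limma, with 3 in MCF7 and 7 in T47D lower at an unadjusted p under 0.05 and any fold). HIST1H2AE had a log2 fold change of 2.81 in MCF7 and 2.23 in T47D, HIST1H2AC had 2.04 and 1.70, and HIST1H2BD had 2.13 and 1.47. The list's median was 1.08 in MCF7 and 0.686 in T47D (camera adjusted p = 0.139 and 0.185 with an estimated correlation), and 0.662 and 0.609 with E1A spike-in scaling. With slide as a block 14 histone genes were higher in both lines, with 13 on slide 1 and 14 on slide 2. Of 58 autophagy and lysosome genes, 7 were higher in MCF7 and 2 in T47D, including MAP1LC3B (1.75 and 1.22) and the sialidase NEU1 (1.80 and 1.12). Their median was 0.386 in MCF7 and 0.401 in T47D (adjusted p = 0.124 and 0.084 with an estimated correlation), but with E1A spike-in scaling the median in MCF7 was -0.091, where that of all genes was -0.303.

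The counts for other lists follow. Of 28 nucleotide synthesis genes, 7 were lower in MCF7 and 1 in T47D, where it was the thymidylate synthase gene TYMS (-1.27 and -1.01, and -0.94 in T47D without vehicle or JQ1 replicate 2 of that line, where it no longer passed). Of 39 interferon-stimulated genes, 8 were lower and 1 higher in MCF7 and 9 lower and 1 higher in T47D, with 4 lower in both lines (adjusted p = 0.025, a call of over-representation of interferon-stimulated genes that was lost on slide 1 alone, with either offset after normexp, with the processed signal, without background subtraction, with E1A spike-in scaling, with the authors' value table, and without T47D vehicle replicate 1 or T47D JQ1 replicate 2, at adjusted p = 0.0601 to 0.312), and MX1 had -2.19 and -1.21 while IRF7 had 1.87 and 1.51. Of 32 p53 targets, 5 were lower and 5 higher in MCF7 and 1 lower and 3 higher in T47D, among them GADD45A (1.85 and 2.10). Of 7 CDK inhibitors, 2 were higher in MCF7, namely CDKN2D (1.73) and CDKN2A (1.32, or 0.79 with E1A spike-in scaling, and not called for all of its probes), and 1 in T47D, CDKN1C (1.29). Of 35 apoptosis regulators, 4 were lower and 2 higher in MCF7 and 2 higher in T47D, and CASP9 had 1.53 and 1.08, and in T47D it no longer passed without T47D vehicle replicate 2 (0.95) or T47D JQ1 replicate 1 (0.96). Of 31 hypoxia and glycolysis genes, 4 were higher in MCF7 and 1 in T47D, ALDOC (1.87 and 1.39). Of 28 genes of the unfolded protein and integrated stress response, 2 were lower and 2 higher in MCF7 and 4 lower and 1 higher in T47D, with TRIB3 at -1.16 and -1.99 and ASNS at 1.42 and 0.61. Of 24 cholesterol synthesis genes, 1 was higher in MCF7, TM7SF2 (1.18, or 0.75 with E1A spike-in scaling).

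Markers of cell identity went both ways. Of 26 luminal identity genes, 6 were lower and 3 higher in MCF7 and 3 lower and 1 higher in T47D, and MUC1 fell in MCF7 (-1.77) and rose in T47D, where another kept probe had 1.49 and, in MCF7, -0.41. Of 19 basal and myoepithelial markers, 3 were lower in MCF7, and CAV1 had -2.58. Of 14 fibroblast and mesenchymal markers, 1 was lower and 1 higher in MCF7 and 1 higher in T47D, namely COL1A1 (-1.48, lower in MCF7) and THY1, which was at least 4.68-fold higher in MCF7 and had 2.49 in T47D. Of 13 leukocyte and endothelial markers, CSF1R was at least 2.30-fold lower in MCF7. Of 15 housekeeping genes, 1 was lower and 1 higher in MCF7 and 1 lower in T47D, while GAPDH had 0.24 and 0.26 and ACTB 0.33 and -0.01 (0.04 in T47D with E1A spike-in scaling). These counts per line were the same when adjusted over the list alone.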
